A study of Mus musculus with 32 samples. Its data were reported in "Bcl9 and Pygo synergise downstream of Apc to effect intestinal neoplasia in FAP mouse models" (2019).

How the data were processed

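RNA from 12 crypt samples and 20 adenoma samples was measured on Illumina MouseWG-6 v2.0 bead arrays, 32 arrays in 8 groups by the labels. Per the labels and the study's methods, crypts were isolated with EDTA, and a sample typically pools several RNA extractions of the same mouse. Labels do not say whether the arrays of a group come from different mice, so p-values measure only the spread between these samples.

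The scanner table holds bead intensity values for 45281 probes, exported by the authors with GenomeStudio 2011.1 without background correction. Beside each intensity stands a detection p-value, given by the authors in the same export. The value table holds log2 values for 20824 probes, made by the authors with a variance-stabilizing transformation and quantile normalization. Whether the deposited log2 values are also adjusted for batch is not stated in the labels. The authors compared subsets of the arrays after batch adjustment with ComBat and used limma 3.34.9. Probe names come from the platform table, with Entrez identifiers looked up in RefSeq gene names of GRCm38.p6, also used to find which genes neighbour each other. Of these 20824 probes, 17617 carry a gene symbol (9 with several) and 3207 (15.4%) are unnamed here.

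The intensities were analysed here with R 4.3.3 and limma 3.58.1, and figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For each comparison its arrays were background-corrected, offset by 16, quantile-normalized and log2-transformed with neqc, which took the negative control distribution from the detection p-values. Probes with a detection p under 0.01 in 1 or more of its arrays were kept. Linear models held 1 mean per group and, where arrays lay in both batches, a batch term, and variances were moderated by empirical Bayes. All p-values of single genes are from limma, adjusted by the Benjamini-Hochberg method over all probes of a comparison. The threshold was 0.01 for adenomas and for differences between tissues and 0.05 for crypts.

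There were 14 comparisons: ApcMin adenomas against wt crypts, each knockout against ApcMin adenomas, the knockouts against each other, QKO against the sum of the DKO effects, each DKO and both together against wt crypts, villin.Cre against wt crypts, and the DKO effects in adenomas against those in crypts. DKO crypts were set against wt villin.Cre crypts, and both DKOs together against both wt groups. The comparisons, thresholds, 24 gene lists, alternatives and the rule for naming genes were set before the data were examined, except QKO against each DKO, the alternatives named below as added, and the mast cell, intestinal position and further pancreatic lists.

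Named genes were the targeted genes, the 10 largest rises and 10 largest falls past the threshold among probes detected in every array of 1 or more groups (5 and 5 in crypts, 1 probe per gene, without unnamed and predicted genes), up to 4 members with the smallest p of each called list and of the Wnt, stem, Paneth, defensin, goblet, enteroendocrine and enterocyte lists, and markers named by the study. The text prints a selection of these. A gene with several probes is given by the brightest. For a gene detected in no array of the lower group, the fold is a bound: the mean of the higher group against the mean over the lower group's arrays of the higher of the array's own value and its lowest detected signal. In comparisons of more than 2 groups the arrays of each group without a detected array were raised in the same way, and the fold is a bound only where this shrinks the change for every such group.

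The 24 gene lists were Wnt target genes (18 on the array, 7 also in other lists), Wnt targets taken from the study (8, 6 in others), stem cell (17, 4 in others) and secretory progenitor and Notch pathway genes (10, 1 in others), and lists sharing no gene with others: the targeted genes (6), proliferation (17), alpha-defensin (6), other Paneth cell (10), goblet (17), enteroendocrine (20), tuft (8), enterocyte (22), histone H2A (15), ribosomal protein (51), fibroblast and matrix (17), smooth muscle (10), endothelial (12), myeloid (16), lymphocyte (9), MHC class II (7), interferon response (13), red blood cell (4), pancreatic acinar (9), immediate early (12) and regenerative genes (9). All but the targeted genes were tested by camera with an inter-gene correlation of 0.01, adjusted over the lists of a comparison (called under 0.05), and again with the correlation estimated and by fry. Of 143 list calls in 14 comparisons 4 were kept with the estimated correlation.

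On simulated data, planted changes of log2 1 were recovered at 52.2% in adenomas against crypts, 52.2% for Pygo1/2 DKO, 40.3% for Bcl9/B9l DKO and 22.4% for QKO adenomas, and changes of log2 2 at 98.5, 98.5, 93.9 and 97%. For departures from additivity the shares were 1.49 and 33.3%, and in crypts 61.2 and 100% for Pygo1/2 DKO and 35.8 and 97% for Bcl9/B9l DKO. A planted list shift was called in all 14 comparisons, and of the unshifted lists 1 was called in Pygo1/2 DKO crypts and 0 elsewhere. Replicate pairs (64) differed with an SD of 0.292 to 0.91 log2, and none were duplicates.

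Alternatives were plain log2 quantile values, the deposited log2 values, normalizing all 32 arrays together, other detection filters, the other threshold, array weights, no batch term, batch removed before the fit, other wt crypts as controls, the replicate number as a block, and leaving out each array in turn. Added after the data were seen were leaving out 2 arrays with high pancreatic genes, leaving out genes near the targeted genes, QKO against the batch 1 ApcMin adenomas, the deposited values with no batch term, and leaving out arrays for the reversal and overlap. Slides are not given in the sources used here, so no slide block was fitted.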

Results

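RNA levels were measured on 32 Illumina whole-genome mouse bead arrays, in crypts isolated from the intestinal epithelium and in adenomas excised from the intestine of mice carrying the Min truncation of the tumour suppressor Apc (ApcMin). All mice were 120 days old. There were 3 arrays each of wt crypts, of wt crypts with the intestinal recombinase villin.Cre, and of villin.Cre crypts lacking either Pygo1 and Pygo2 (Pygo1/2 DKO) or Bcl9 and Bcl9l, also called B9l (Bcl9/B9l DKO). Pygo and Bcl9 proteins are co-factors of β-catenin in the Wnt pathway. The adenomas comprised 9 arrays of ApcMin, 5 of ApcMin Pygo1/2 DKO, 3 of ApcMin Bcl9/B9l DKO and 3 of the ApcMin quadruple knockout (QKO), which lacks all 4 genes. ApcMin replicates 4, 6 and 8 and all QKO adenomas formed batch 2, and the other 26 arrays formed batch 1. Mean signal per array ran from 307 to 445 in batch 1 and from 156 to 217 in batch 2, and 12913 to 16319 probes were detected per array in batch 1 and 14081 to 14666 in batch 2. The first principal component held 58.2% of the variance and parted all crypts from all adenomas, and the second held 12.2% and placed the batch 2 adenomas at -44.2 to -75.3. The number of arrays, down to 3 per group, limits the precision. Changes are log2 differences with their standard errors after the ± sign, and adjusted p is from limma unless camera, a test of gene lists, is named, whose adjusted p is followed by that with an estimated inter-gene correlation ("estimated"). Counts over the list alone are adjusted within a list.

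Against crypts, ApcMin adenomas had more RNA of many Wnt target, matrix, vessel and immune cell genes, and less of many enterocyte and hormone genes. No such list call was kept with an estimated correlation. With batch as a term the changes rest on the 6 batch 1 ApcMin adenomas against 3 wt crypts. Of 19002 probes, 7283 passed an adjusted p of 0.01, 3489 higher and 3794 lower in adenomas, and 998 of them were unnamed here. The largest rises were in Wfdc18 (at least 152-fold, adjusted p = 3.68e-11), Ifitm1 (at least 113-fold, 1.01e-10), Igfbp5 (at least 71.3-fold, 8.21e-11), Mmp10 (at least 53-fold, 5.47e-11) and Col18a1 (at least 60-fold, 4.9e-12). Serpina3n (at least 55.1-fold, 5.22e-08), Lrg1 (at least 49.1-fold, 3.07e-07), the matrix gene Sparc (at least 36.6-fold, 7.03e-11) and Igfbp7 (6.58 ± 0.22, 1.15e-10) followed. Fabp6, the ileal bile acid-binding protein, fell by 7.42 ± 0.24 (8.48e-11) in batch 1 adenomas, but the other ApcMin adenomas lay near the crypt level. The Paneth cell defensin Defa20 fell by 5.44 ± 0.74 (4.76e-05). Fam151a fell by 5.42 ± 0.54 (2.76e-06), the hormone gene Nts by 4.26 ± 0.41 (1.97e-06), the transporter Slc5a8 by 4.16 ± 0.56 (4.38e-05) and Osr2 by 4.74 ± 1.22 (0.00525). Serpina1b was at least 17.9-fold lower (5.52e-10) and the Y-linked Eif2s3y at least 15.5-fold (6.17e-05), detected in all crypts and no batch 1 ApcMin adenoma. For each of the 50 named genes that passed, all 6 batch 1 adenomas lay beyond all 3 crypt arrays.

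Of 18 Wnt target genes, 13 rose in adenomas and none fell, with 13 also over the list alone (median 2.42, camera adjusted p = 5.47e-08, estimated 0.182). Nkd1, a feedback inhibitor of the pathway, was at least 18.5-fold higher (adjusted p = 1.94e-09), Notum at least 18.3-fold (2.75e-08), Dkk3 at least 29.1-fold (7.9e-12), and Cd44 rose by 3.63 ± 0.16 (1.68e-09). Lgr5, the marker of crypt base stem cells, rose by 2.69 ± 0.28 (4.02e-06), Sp5 by 0.71 ± 0.20 (0.00809), and Ascl2 was at least 1.37-fold higher (0.00977), whereas the feedback gene Axin2 did not pass (0.60 ± 0.22, 0.0315). Of 8 Wnt targets taken from the study, which are not independent evidence, 6 rose (6 over the list alone, median 1.82, camera 0.000246, estimated 0.194). Among 17 stem cell genes 9 rose and 3 fell (9 and 3 over the list alone, median 0.697, camera 0.0392, estimated 0.428), led by Sox9 (2.36 ± 0.20, 6.24e-07) and Igfbp4 (4.28 ± 0.23, 7.38e-09). That list lost its call without ApcMin replicate 9 (camera 0.0608). Of 16 proliferation genes 15 rose (15 over the list alone, median 0.946, camera 6.67e-05, estimated 0.307), among them Mcm4 (1.93 ± 0.15, 3.57e-07) and Plk1 (1.5 ± 0.18, 1.31e-05). Of 15 histone H2A genes 10 rose, such as H2ac7 (1.06 ± 0.14, 2.76e-05), and 2 fell (11 and 2 over the list alone, median 0.838, camera 0.00485, estimated 0.307). Of 50 ribosomal protein genes 23 rose, such as Rpl12 (1.03 ± 0.12, 1.16e-05) (25 over the list alone, median 0.444, camera 2.33e-05, estimated 0.257). Both lists were taken from the study and are not independent evidence.

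**Figure D1:**
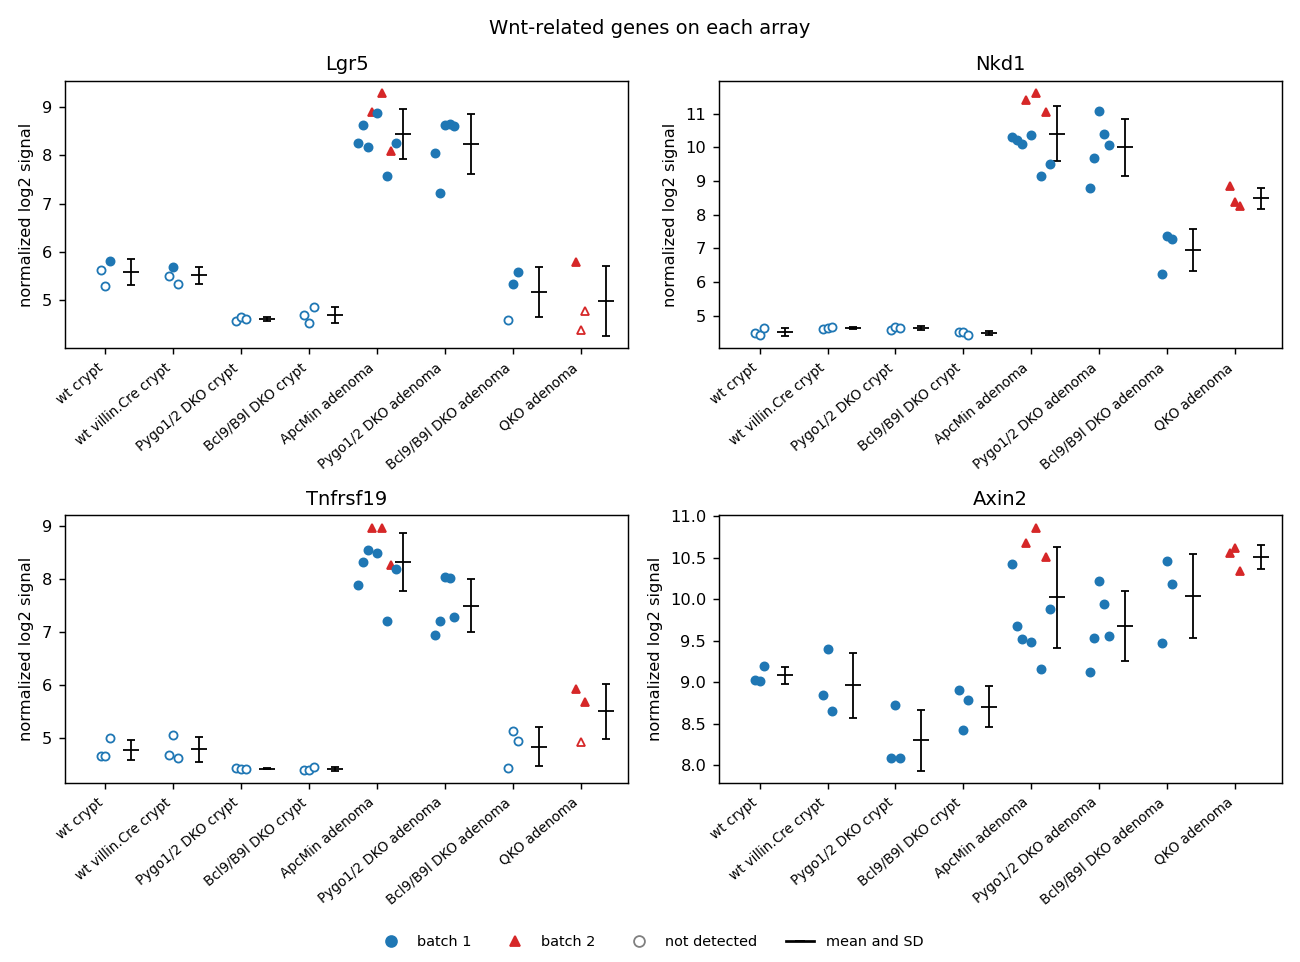
Normalized log2 level per array of Lgr5, Nkd1, Tnfrsf19 and Axin2 in each group, all 32 arrays normalized together. Circles are batch 1 and triangles batch 2, open symbols were not detected, and black marks give the mean and SD. Lgr5 lay at 8.29 and 8.77 in batch 1 and 2 ApcMin adenomas, 5.17 in Bcl9/B9l DKO (batch 1) and 4.98 in QKO adenomas (batch 2), and Axin2 at 9.69, 10.68, 10.04 and 10.50.

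Genes of non-epithelial cells were mostly higher in adenomas, which were excised whole, than in isolated crypts. Of 17 fibroblast and matrix genes 16 rose and 1 fell (16 and 1 over the list alone, median 3.62, camera 1.12e-10, estimated 0.135), with Mmp2 at least 21.3-fold higher (8.21e-11). All 12 endothelial genes rose (12 over the list alone, median 2.87, camera 1.8e-08, estimated 0.109), with Plvap at least 22.8-fold higher (3.79e-10). Of 10 smooth muscle genes 7 rose (8 over the list alone, median 1.83, camera 0.00158, estimated 0.409), such as Acta2 (4.23 ± 0.32, 2.2e-07). Of 15 myeloid genes 13 rose (13 over the list alone, median 2.80, camera 2.95e-08, estimated 0.109), with C1qb at least 16.9-fold higher (1.67e-10). All 7 MHC class II genes rose (7 over the list alone, median 3.65, camera 3.72e-05, estimated 0.232), Cd74 by 5.54 ± 0.26 (1.94e-09). Of 9 lymphocyte genes 4 rose (4 over the list alone, median 0.854, camera 0.0288, estimated 0.409), Itgae by 1.65 ± 0.26 (0.000143). Of 9 genes of regenerating epithelium 6 rose (6 over the list alone, median 2.29, camera 0.000599, estimated 0.182), with Ly6d at least 12.8-fold higher (2e-08).

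Differentiation genes went in several directions. Of 22 enterocyte genes 12 fell and none rose (12 over the list alone, median -1.39, camera 5.57e-05, estimated 0.257). Mep1a fell by 4.07 ± 0.31 (2.55e-07), Lipe by 1.64 ± 0.22 (4.47e-05), and Aspa was at least 2.83-fold lower (4.32e-06). Of 19 enteroendocrine genes 12 fell (15 over the list alone, median -1.27, camera 4.82e-06, estimated 0.182). They include the hormones Gip (-2.07 ± 0.23, 7.21e-06) and Sct (-1.88 ± 0.22, 1.17e-05), Chga (-1.23 ± 0.28, 0.00224) and Neurog3 (-1.36 ± 0.22, 0.000173). The goblet and Paneth lists were not called as a whole. Retnlb (3.82 ± 0.40, 4.9e-06) and Spdef (0.93 ± 0.22, 0.00299) rose and Guca2a fell by 2.38 ± 0.39 (0.000214). Among Paneth cell genes Habp2 rose by 3.03 ± 0.24 (3.74e-07), Mptx1 was at least 2.81-fold lower (3.94e-08) and Defa26 fell by 3.55 ± 0.64 (0.000433). Tuft cell genes (1 of 8 higher, 1 lower, median -0.0424, camera 0.874) and secretory progenitor and Notch pathway genes (5 of 9 higher, 2 lower, median 0.605, camera 0.485) were not called here or in any other comparison.

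Within batch 1 alone the ApcMin against crypt count was 6657. Named calls lost by leaving out 1 array were Spdef (wt crypt 1, 0.0219), Chga (wt crypt 1, 2 or 3, up to 0.012), Osr2 (wt crypt 1, 2 or 3 or ApcMin 1, up to 0.0209), and Sp5 and Ascl2 (any of 9 and 10 of the 12 arrays, up to 0.0318 and 0.0541).

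The targeted genes came first in each knockout comparison. The Pygo2 probe fell by 1.61 ± 0.20 in Pygo1/2 DKO crypts (adjusted p = 0.028) and by 1.14 ± 0.15 in Pygo1/2 DKO adenomas (0.00188). In the adenomas labelled QKO its change was -0.36 ± 0.19 (0.292), and its level relative to Pygo1/2 DKO adenomas was 0.79 ± 0.23 higher, which did not pass (0.0499), so this probe did not settle the QKO label. The 4 probes of Bcl9 and the probe of Bcl9l passed in no knockout comparison: in Bcl9/B9l DKO adenomas the Bcl9 changes were 0.38 ± 0.30, 0.13 ± 0.22, 0.08 ± 0.23 and 0.04 ± 0.20 and that of Bcl9l was -0.33 ± 0.25 (0.477). In QKO adenomas the Bcl9 changes were 0.77 ± 0.22 (0.039), 0.49 ± 0.20, 0.15 ± 0.24 and 0.08 ± 0.24, and Bcl9l stood at 0.18 ± 0.27. Where these probes lie relative to the deleted exons is not given in the sources used here, so they checked nothing about the labels. The Pygo1 probe was detected in no adenoma and so not tested among adenomas, and stood at -0.10 ± 0.22 (0.846) in Pygo1/2 DKO crypts.

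Pygo1/2 DKO adenomas differed from ApcMin adenomas at few probes. Of genes of antigen presentation 2 of 7 and of lymphocyte genes 1 of 9 fell (list calls lost with an estimated correlation, 0.081 each), and no Wnt target gene passed. Of 19380 probes, 35 passed, 11 higher and 24 lower, 9 of them unnamed here, with 5 Pygo1/2 DKO arrays against 6 ApcMin arrays of the same batch. Besides Pygo2, the largest falls were in Dapk2 (-2.61 ± 0.13, adjusted p = 8.86e-09), Pclaf (-2.46 ± 0.23, 2.34e-05), Reg3b (-2.15 ± 0.34, 0.00871), Mzb1 (-2.11 ± 0.29, 0.0023) and Mns1 (-2.08 ± 0.15, 1.01e-06). Lrrc1 (-1.44 ± 0.17, 0.000618), Wipf3 (-1.32 ± 0.21, 0.00873) and Psmb8 (-1.30 ± 0.20, 0.00678) also fell. Myo18b was at least 2.76-fold higher (8.86e-09) and Itga9 at least 1.51-fold (4.08e-05), and Diras2 (2.15 ± 0.29, 0.0021) and Mnd1 (1.04 ± 0.16, 0.00678) rose. Myo18b also rose with villin.Cre alone in crypts, and ApcMin control adenomas carry no villin.Cre, so this contrast holds a Cre difference. All 5 Pygo1/2 DKO adenomas lay beyond all 6 batch 1 ApcMin adenomas for each of the 16 named genes that passed.

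Of 7 MHC class II genes 2 fell in Pygo1/2 DKO adenomas and all 7 over the list alone (median -1.53, camera 4.28e-12, estimated 0.081), with Cd74 at -1.64 ± 0.25 (0.00578) and H2-DMb1 at -1.75 ± 0.29 (0.00885). Of 9 lymphocyte genes 1 fell, the plasma cell receptor Tnfrsf17 (at least 1.69-fold, 0.00188), and 8 over the list alone (median -1.26, camera 4.99e-11, estimated 0.081). The 12 interferon response genes had a median of -0.631 with no call (0 over the list alone, camera 4.56e-05, estimated 0.266), for example Usp18 at -1.24 ± 0.39 (0.146). The 22 enterocyte genes had a median of -0.287 with no call (0 over the list alone, camera 0.00191, estimated 0.422). Smooth muscle genes had a higher median (0.83, 2 of 10 higher over the list alone, camera 4.35e-06, estimated 0.286) with Actg2 at 1.38 ± 0.36 (0.0874), as had red blood cell genes (1.36, 3 of 4 higher over the list alone, camera 0.000219, estimated 0.183) with Hba-a1 at 1.23 ± 0.27 (0.0459). So had alpha-defensin genes (1.08, 1 of 6 higher over the list alone, camera 0.000416, estimated 0.266), which are not independent evidence, with Defa26 at 2 ± 0.52 (0.0874).

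Called as lists by camera, with 0 genes called, also over the list alone, were the other Paneth cell genes (median 0.605, camera 0.000145, estimated 0.149), proliferation genes (0.280, 0.000416, estimated 0.4), fibroblast genes (0.334, 0.00503, estimated 0.422) and stem cell genes (0.271, 0.0246, estimated 0.405). Ang4 stood at 1.68 ± 0.56 (0.177). The stem cell list lost its call without ApcMin 1, 3 or 7 or Pygo1/2 DKO 3, and the fibroblast list without Pygo1/2 DKO 2 or 3 (camera up to 0.0627 for each list). Of 18 Wnt targets none passed (1 higher over the list alone, Cd44 at 0.76 ± 0.17, 0.053, and median 0.0104, camera 0.675, estimated 0.952). Axin2 (-0.02 ± 0.21, 0.977), Lgr5 (-0.05 ± 0.27, 0.953), Nkd1 (0.07 ± 0.31, 0.947) and Sp5 (-0.05 ± 0.23, 0.942) did not change detectably, nor did Neurog3 (1.03 ± 0.24, 0.0543) and Spdef (0.84 ± 0.19, 0.0485) pass.

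Within batch 1 the count was 26, the split of higher and lower probes was 15 and 18 on plain log2 values and 9 and 10 on the deposited values, and 18 probes passed with genes near the targeted genes left out. Leaving out ApcMin 2, 5 or 9 gave 19, 57 or 21 probes and leaving out Pygo1/2 DKO 3 or 4 gave 21 or 19. The calls of Reg3b, Wipf3, H2-DMb1, Mnd1, Psmb8 and Cd74 were lost without any of 11, 11, 12, 10, 9 and 7 of the 14 arrays (up to 0.0323, highest without Pygo1/2 DKO 3 or 4), and that of Mzb1 without Pygo1/2 DKO 4 (0.01).

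Bcl9/B9l DKO adenomas differed more broadly. Lgr5, Nkd1 and other Wnt targets fell and several hormone cell genes rose. Of 18990 probes 431 passed, 136 higher and 295 lower, 68 of them unnamed here, with 3 Bcl9/B9l DKO arrays against 6 ApcMin arrays of batch 1. Xist, the RNA of the inactive X chromosome, was detected in all 6 controls and no DKO array. Sex and villin.Cre were not separated from the deletions. The BPI-fold gene Bpifb5 was at least 34.1-fold lower (adjusted p = 1.77e-06), the mast cell protease Cpa3 at least 14.2-fold (4.18e-05) and malic enzyme Me1 at least 8.68-fold (0.000113). Mcpt1 (-4.45 ± 0.51, 0.00024), Bpifb1 (-4.36 ± 0.32, 9.79e-06), Lcn2 (-4.09 ± 0.55, 0.000728), Reg3b (-3.82 ± 0.40, 0.000119) and Ltf (-3.53 ± 0.21, 1.97e-06), and Serpina3n (-3.98 ± 0.47, 0.000294) and Sbspon (-3.85 ± 0.32, 2.78e-05) also fell. Cyp2e1 was at least 8.63-fold higher (0.000596), Myo18b at least 3.75-fold (8.34e-07), Nox1 at least 3.55-fold (0.000487) and the Y-linked Kdm5d at least 2.58-fold (0.00192). Rises were also found for Rnase1 (3.35 ± 0.56, 0.00377), Clps (3.08 ± 0.52, 0.00378), Itgad (2.49 ± 0.22, 3.98e-05), Acta1 (2.37 ± 0.17, 9.79e-06) and Ccl6 (2.36 ± 0.26, 0.000182). For each of the 33 named genes that passed, all 3 Bcl9/B9l DKO adenomas lay beyond all 6 batch 1 ApcMin adenomas.

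Of 18 Wnt target genes 7 fell and 1 rose in Bcl9/B9l DKO adenomas (7 and 2 over the list alone, median -0.482, camera 0.0011, estimated 0.399). Lgr5 fell by 3.08 ± 0.30 (0.000106), Nkd1 by 2.83 ± 0.30 (0.000118), Dkk3 by 1.89 ± 0.20 (0.000126), and Tnfrsf19 was at least 6.24-fold lower (3.11e-05). Axin2 (0.33 ± 0.26, 0.478) and Sp5 (-0.54 ± 0.21, 0.152) did not pass. Of the 8 targets taken from the study, not independent evidence, 2 fell (2 falls and 1 rise over the list alone, median -0.409, camera 0.034, estimated 0.432). That list lost its call without ApcMin 1 or Bcl9/B9l DKO 1 (camera up to 0.17). The 17 stem cell genes had a positive median (0.352, camera 0.0469, estimated 0.469) although the genes that passed, Lgr5 and Tnfrsf19, fell (2 rises and 2 falls over the list alone), and it lost its call without ApcMin 1, 2, 3 or 7 or Bcl9/B9l DKO 2 or 3 (camera up to 0.116).

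Of 19 enteroendocrine genes 5 rose (7 rises and 1 fall over the list alone, median 0.572, camera 0.00136, estimated 0.377), including Neurog3 (2.57 ± 0.22, 3.84e-05), ghrelin, Ghrl (1.80 ± 0.32, 0.0051), and Insm1 (1.16 ± 0.19, 0.0031). Of 22 enterocyte genes 1 fell, Mttp (-1.10 ± 0.21, 0.00897), and 6 over the list alone (median -0.820, camera 1.4e-06, estimated 0.317). In the goblet and Paneth lists, neither called, Clca1 (-1.51 ± 0.25, 0.00379) and Fgfrl1 (-1.41 ± 0.22, 0.00265) fell and Gcnt3 rose (0.89 ± 0.13, 0.00174). The 6 alpha-defensin genes, not independent evidence, had a median of 0.911 with no call (0 over the list alone, camera 0.00699, estimated 0.399), with Defa26 at 2.32 ± 0.66 (0.0529), and lost the list call without Bcl9/B9l DKO 2 (camera 0.0511). Ribosomal protein genes, likewise not independent, had a median of 0.121 over 51 genes (0 of them adjusted over the list alone, camera 0.0232, estimated 0.447), lost without ApcMin 2 or Bcl9/B9l DKO 1 or 2 (camera up to 0.0656).

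Some immune genes were lower, with all 4 list calls lost with an estimated correlation. Of 9 lymphocyte genes 4 fell (7 over the list alone, median -1.45, camera 1.4e-06, estimated 0.317). Ccl5 (-2.34 ± 0.31, 0.000651) and Cd3g (-2.14 ± 0.29, 0.000881) were among them. Of 12 interferon response genes 1 fell, Isg15 (-1.52 ± 0.30, 0.00899), and 5 over the list alone (median -0.807, camera 2.45e-05, estimated 0.377). The 15 myeloid genes (median -0.549, 1 lower over the list alone, camera 2.45e-05, estimated 0.317) and the 7 MHC class II genes (median -0.942, 0 over the list alone, camera 0.00394, estimated 0.399) were lower as lists. Of 9 pancreatic acinar genes, which encode digestive enzymes, 8 were higher over the list alone and none over all probes (median 5.06, camera 2.45e-05, estimated 0.399), with Cel at least 20.7-fold higher (0.0366). Their mean log2 level was 14.32 in replicate 1, 5.43 in replicate 2 and 11.48 in replicate 3.

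Within batch 1 the count was 296, and the split of higher and lower was 180 and 201 on the deposited values. Of the tested probes 98 passed without Bcl9/B9l DKO replicates 1 and 3, where pancreatic genes were high, an alternative chosen after seeing the data in which Mcpt1, Me1, Lcn2, Serpina3n, Reg3b, Rnase1, Clps, Kdm5d, Nkd1, Ghrl, Insm1, Ccl5, Cd3g, Mttp, Isg15, Clca1, Gcnt3 and Fgfrl1 lost their calls. Leaving out Bcl9/B9l DKO 2 or 3 gave 205 or 211 probes. Named calls were lost without Bcl9/B9l DKO 1 (Clps, Fgfrl1 and Kdm5d), 2 (Clca1, Fgfrl1, Gcnt3, Ghrl, Insm1 and Kdm5d) or 3 (Clca1, Clps, Gcnt3, Ghrl, Insm1 and Rnase1), without ApcMin 9 (Ghrl), and without any of 9 arrays (Isg15 and Mttp), at adjusted p up to 0.0493.

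QKO adenomas differed from ApcMin adenomas at more probes than either DKO. Among them were 9 of 18 Wnt target, 8 of 17 matrix and 6 of 16 goblet cell genes that fell and 4 of 17 hormone cell genes that rose (list calls lost with an estimated correlation, 0.279 to 0.503), and Fabp6 showed the largest change. All QKO arrays and, with batch as a term, the 3 ApcMin arrays they were set against were in batch 2. Of 19189 probes 846 passed, 247 higher and 599 lower, 98 of them unnamed here. Fabp6 was at least 131-fold lower (adjusted p = 3.05e-09), Bpifb5 at least 67.1-fold (1.58e-06), Serpina3n at least 57.6-fold (7.57e-06), and the mast cell proteases Mcpt1 and Cpa3 at least 10.4-fold (0.000199) and 7.84-fold (6.65e-05). The Wnt receptor gene Fzd10 was at least 8.77-fold lower (4.12e-05) and Gbx2 at least 6.85-fold (7.62e-05), and Otop2 (-4.57 ± 0.42, 2.1e-05), the secreted Wnt inhibitor Wif1 (-3.85 ± 0.50, 0.000307) and Wfdc18 (-3.82 ± 0.48, 0.000228) fell. Cyp2e1 was at least 8.57-fold higher (1.58e-06), Inmt at least 7.34-fold (1.81e-05), Sult1a1 at least 5.18-fold (1.82e-05), Apoc1 at least 3.79-fold (3.43e-06) and Myo18b at least 3.11-fold (9e-07). Agmat (3.21 ± 0.21, 2.7e-06), Pgc (2.94 ± 0.37, 0.000228), Slc2a2 (2.85 ± 0.41, 0.000617) and Cyp2c55 (2.57 ± 0.51, 0.00581) rose. For each of the 40 named genes that passed, all 3 QKO adenomas lay beyond all 3 batch 2 ApcMin adenomas.

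Of 18 Wnt target genes 9 fell and 1 rose in QKO adenomas (10 and 1 over the list alone, median -1.10, camera 7.68e-07, estimated 0.332). Lgr5 (-3.53 ± 0.36, 5.39e-05), Dkk3 (-3.08 ± 0.33, 7.67e-05), Tnfrsf19 (-3.01 ± 0.33, 7.67e-05), Nkd1 (-2.73 ± 0.29, 7.62e-05) and Sp5 (-1.32 ± 0.23, 0.00281) fell. Myc rose by 0.95 ± 0.19 (0.00601), and Axin2 did not pass (-0.17 ± 0.25, 0.742). Of the 8 targets taken from the study, not independent evidence, 3 fell (6 over the list alone, median -1.20, camera 0.000247, estimated 0.328). In the stem cell list, not called, Scn2b rose (1.73 ± 0.29, 0.00182). Of 16 goblet cell genes 6 fell and 1 rose (6 and 1 over the list alone, median -0.604, camera 0.00121, estimated 0.279). Retnlb fell by 3.52 ± 0.37 (6.66e-05), Clca1 by 3 ± 0.29 (3.62e-05), the mucin Muc2 by 1.38 ± 0.22 (0.00142) and Zg16 by 0.9 ± 0.15 (0.00203). Of 17 enteroendocrine genes 4 rose (5 rises and 1 fall over the list alone, median 0.506, camera 0.00192, estimated 0.503). They were Ghrl by 3.04 ± 0.36 (0.000141), the granins Chgb by 2.20 ± 0.30 (0.000413) and Chga by 1.90 ± 0.32 (0.00187), and Neurog3 at least 3.63-fold (0.000343).

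Of 17 fibroblast and matrix genes 8 fell (10 over the list alone, median -1.27, camera 4.78e-08, estimated 0.297). Fibronectin, Fn1, was at least 5.62-fold lower (6.93e-06) and Serpinf1 at least 2.17-fold (0.000237), and Dcn fell by 1.65 ± 0.31 (0.00387) and Mmp2 by 1.34 ± 0.22 (0.00155). The 15 myeloid genes held 1 fall (1 over the list alone, median -0.415, camera 0.0161, estimated 0.573) and lost the list call without ApcMin 4 or QKO 1 (camera up to 0.189). The 6 alpha-defensin genes (1 higher over the list alone, median 0.908, camera 0.0124, estimated 0.573) lost the list call without ApcMin 4 (0.0724). These and the 51 ribosomal protein genes (1 higher, 1 over the list alone, median 0.124, camera 0.00927, estimated 0.573) are not independent evidence. Enterocyte genes were not called as a list: Slc2a2 rose and Mep1a fell by 1.72 ± 0.35 (0.00673).

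Within batch 2 the QKO count was 796, none of the 19189 probes passed in limma when batch was removed before the fit (4585 had an unadjusted p under 0.05 with batch as a term), and without a batch term Fabp6 lost its call. Leaving out ApcMin 4 or 6 gave 485 or 434 probes and leaving out QKO 2 or 3 gave 465 or 555. Named calls were lost without 1 array for Cyp2c55 (any of 5), Dcn (ApcMin 4 or 6, QKO 1 or 2), Mep1a (any of 7), Myc (any of 5), Sp5 (ApcMin 4 or 6, QKO 1 or 2), Zg16 (ApcMin 4 or 8, QKO 1), Mmp2 and Scn2b (ApcMin 6), Muc2 (QKO 2) and Chga (QKO 3), at adjusted p up to 0.0347.

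**Figure D2:**
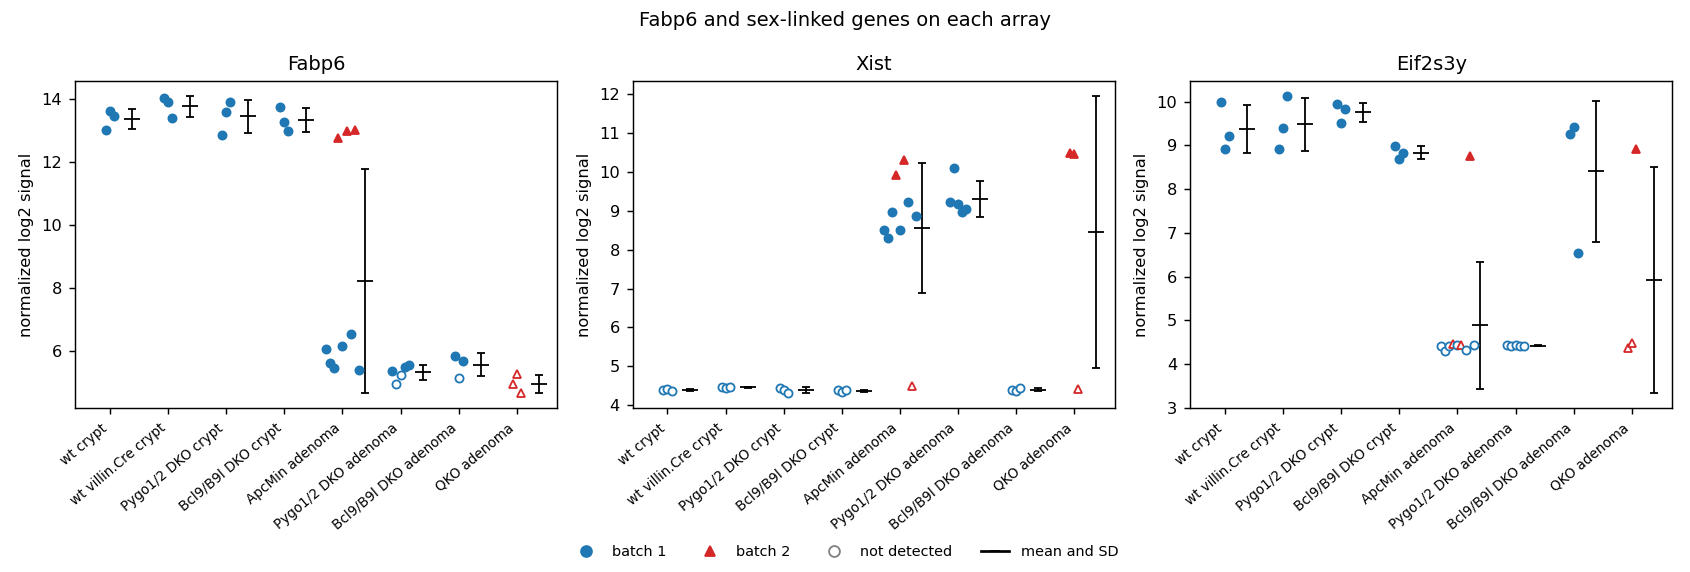
Normalized log2 level per array of Fabp6, Xist and Eif2s3y in each group, all 32 arrays normalized together. Symbols are as in the figure of Lgr5. Fabp6 lay at 13.35 in wt crypts and 12.92 in batch 2 ApcMin adenomas, but at 5.85 in batch 1 ApcMin adenomas and 4.93 in QKO adenomas.

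To ask whether QKO adenomas moved back towards crypts, the adenoma and QKO changes were set side by side. Of 811 QKO calls tested in both, 588 (72.5%) were also called between ApcMin adenomas and crypts, and 528 of these, 89.8% (exact 95% interval 87.1 to 92.1), went the opposite way. They comprised 422 probes higher in adenomas and lower in QKO, where independent lists would share 113, and 106 probes lower and then higher, where they would share 40.2. Lgr5, Nkd1, Dkk3, Sp5, Wfdc18 and Serpina3n were among the former and Chga and Neurog3 among the latter. Fabp6 (low only in batch 1 ApcMin) and Mep1a fell in both. With the batch term these comparisons rest on different ApcMin arrays, and across all probes tested in both, which are not independent, the changes correlated at r = -0.424 with a covariance of -0.257, against 4e-05 in simulated unchanged groups. For Bcl9/B9l DKO adenomas 300 of 410 calls (73.2%) were adenoma calls and 231 (77.0%, 71.8 to 81.6) were opposite, and for Pygo1/2 DKO 17 of 29 were and 13 (76.5%, 50.1 to 93.2) were opposite. These DKO comparisons share the batch 1 ApcMin arrays with the crypt comparison. With those arrays split between the comparisons the opposite share was 93.4% for Bcl9/B9l DKO (median of 20 splits, 65 to 96.2) and 83.3% for Pygo1/2 DKO (31.2 to 100). Over all probes no reversal was seen for Pygo1/2 DKO (r = -0.0291, 0.0199 with split controls, and 57% opposite at an adjusted p of 0.05), against r = -0.24 for Bcl9/B9l DKO (-0.202 with split controls). Leaving out ApcMin 2, 3, 4, 5 or 9 moved the Bcl9/B9l DKO share to 82.6, 81.8, 81.7, 68.9 or 87.0%, and leaving out Bcl9/B9l DKO 1, 2 or 3 to 84.6, 85.1 or 88.8%.

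**Figure D3:**
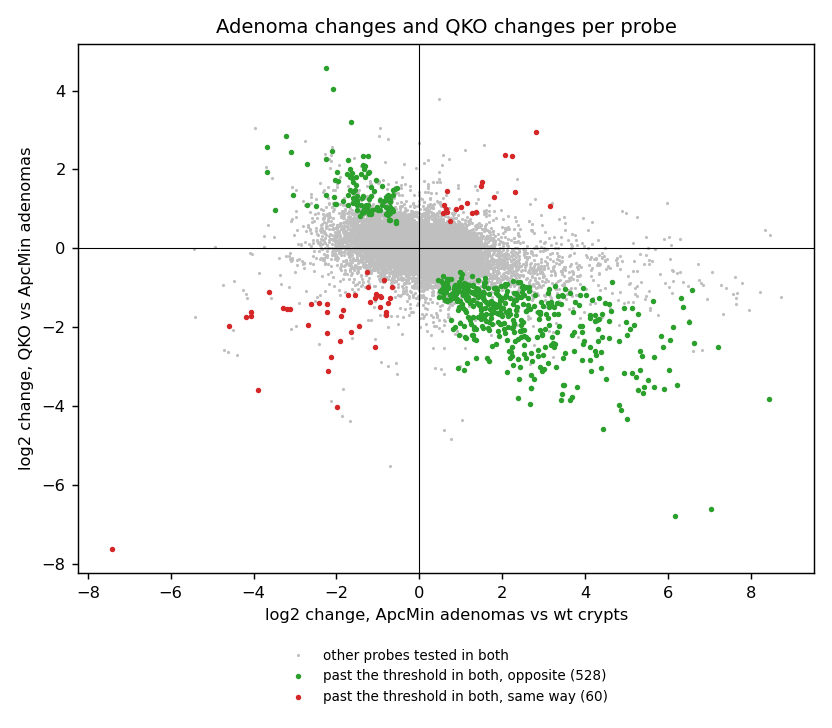
Log2 change between ApcMin adenomas and wt crypts (horizontal axis) against log2 change between QKO and ApcMin adenomas (vertical axis), 1 point per probe tested in both. Green points passed in both comparisons and went opposite ways (528), red points passed in both and went the same way (60), and grey points are the other probes. Fabp6 is the red point at -7.42 on the horizontal axis.

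QKO adenomas shared more calls with Bcl9/B9l DKO (431 calls) than with Pygo1/2 DKO adenomas (35 calls). Of the QKO calls, 203 were called the same way in Bcl9/B9l DKO adenomas, 48 higher and 155 lower, where independent lists would share 1.49 and 9.49, and these include the falls of Lgr5, Nkd1, Bpifb5, Cpa3 and Mcpt1 and the rises of Neurog3, Ghrl and Cyp2e1. With Pygo1/2 DKO adenomas 8 calls were shared, 5 higher and 3 lower (0.102 and 0.772 if independent), and 4 probes were called in all 3 knockouts, those of Myo18b and Mnd1, named here after their values were seen, and 2 unnamed here. The other 639 QKO calls (75.5%) were called in the same direction in neither DKO. Of the 643 not shared with Bcl9/B9l DKO adenomas 1, Klk1b27, was called the opposite way, 525 of the 614 tested there (85.5%) had the same direction, and 41 (6.38%) passed the direct test of QKO against Bcl9/B9l DKO, so most were not shown to differ. Leaving out ApcMin 6 or Bcl9/B9l DKO 2 or 3 left 134, 105 or 133 calls shared with Bcl9/B9l DKO, and leaving out ApcMin 4, 6, 8 or 9 left 4, 5, 4 or 5 shared with Pygo1/2 DKO.

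**Figure D4:**
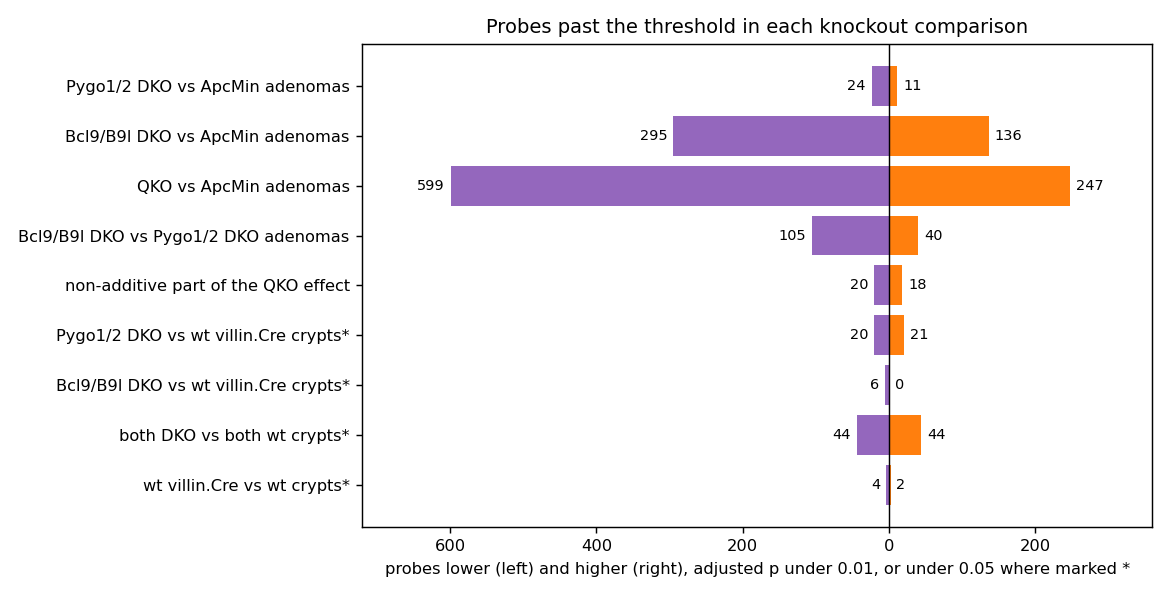
Number of probes past the threshold in each knockout comparison and for villin.Cre alone, lower probes to the left and higher probes to the right. In QKO adenomas 599 were lower and 247 higher, against 295 and 136 in Bcl9/B9l DKO and 24 and 11 in Pygo1/2 DKO adenomas.

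The DKO adenomas were also compared directly, 3 Bcl9/B9l DKO against 5 Pygo1/2 DKO arrays of batch 1. Of 18737 probes 145 passed, 40 higher and 105 lower in Bcl9/B9l DKO adenomas. Pygo2 was higher by 1.13 ± 0.18 (adjusted p = 0.00956), as were Dapk2 (3.64 ± 0.22, 1.93e-05) and Pclaf (3.05 ± 0.26, 0.000159), which had fallen in Pygo1/2 DKO adenomas, and Akp3 (3.96 ± 0.38, 0.000498). Itgad was at least 4.91-fold higher (4.93e-05). Bpifb5 was at least 44.7-fold lower (1.73e-05), Me1 at least 7.73-fold (1.97e-05) and Tesc lower by 3.96 ± 0.24 (1.97e-05). Xist was at least 14.2-fold lower (8.94e-06) and the Y-linked Eif2s3y at least 8.86-fold higher (0.00156). For each of the 15 named genes that passed, all 3 arrays of one DKO lay beyond all 5 of the other.

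Of 18 Wnt target genes 5 were lower in Bcl9/B9l DKO than in Pygo1/2 DKO adenomas (7 lower and 1 higher over the list alone, median -0.525, camera 7.54e-05, estimated 0.497). Lgr5 stood at -3.14 ± 0.36 (0.00142), Wif1 at -2.97 ± 0.38 (0.00269), Prox1 at -3.04 ± 0.43 (0.00462), and Tnfrsf19 was at least 4.38-fold lower (0.000814). Of 19 enteroendocrine genes 1 was higher, Insm1 (1.55 ± 0.22, 0.00462), and 8 over the list alone (median 0.726, camera 1.79e-06, estimated 0.497). The 9 pancreatic acinar genes (median 5.39, camera 1.06e-05, estimated 0.497) and the 7 MHC class II genes (0.588, 7.54e-05, estimated 0.497) had higher medians. Lower medians, given with the camera adjusted p and the adjusted p with an estimated correlation, were found for enterocyte (-0.658, 7.54e-05, 0.524), fibroblast (-0.466, 0.000121, 0.497), smooth muscle (-0.677, 0.00335, 0.639), endothelial (-0.392, 0.00489, 0.497), myeloid (-0.249, 0.0108, 0.547) and regenerative genes (-0.467, 0.0487, 0.497). None of these 8 lists held a call over all probes. The split of higher and lower was 26 and 25 on the deposited values, and 28 probes passed without the Bcl9/B9l DKO arrays with high pancreatic genes. Leaving out Pygo1/2 DKO 4 or 5 gave 90 or 79 probes and Bcl9/B9l DKO 1, 2 or 3 gave 91, 73 or 78, and calls were lost for Pygo2 and Insm1 (any of 7 and 6 of the 8 arrays), Prox1 (Pygo1/2 DKO 4 or 5, Bcl9/B9l DKO 1 or 2) and Wif1 (Bcl9/B9l DKO 1 or 2), at adjusted p up to 0.0567. The smooth muscle list lost its call without Bcl9/B9l DKO 2 (camera 0.0706) and the regenerative list without Pygo1/2 DKO 2 or 3 or Bcl9/B9l DKO 1 or 3 (up to 0.14).

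QKO adenomas were set against each DKO in a fit of all 20 adenomas, a comparison added after the data were seen. Against Pygo1/2 DKO, 519 probes passed, 102 higher and 417 lower. Bpifb5 (at least 89.9-fold, adjusted p = 7.11e-07), Serpina3n (at least 73.1-fold, 7.13e-06), Fn1 (at least 7.38-fold, 2.18e-05) and the collagen Col1a1 (at least 2.75-fold, 0.000898) were lower, as were Wif1 (-4.01 ± 0.64, 0.000671), Retnlb (-4 ± 0.56, 0.000185), Lgr5 (-3.65 ± 0.51, 0.000209), Nkd1 (-2.79 ± 0.52, 0.00236) and Clca1 (-2.51 ± 0.38, 0.000426). Inmt (at least 5.57-fold, 3.26e-05), Agmat (2.98 ± 0.29, 7.7e-06) and Chgb (2.23 ± 0.38, 0.00133) were higher. Of 18 Wnt targets 5 were lower and 1 higher (10 and 1 over the list alone, median -1.31, camera 1.72e-07, estimated 0.261). Of 17 matrix genes 7 were lower (10 over the list alone, median -1.55, camera 4.66e-11, estimated 0.102). Of 20 enteroendocrine genes 3 were higher (5 over the list alone, median 0.525, camera 0.000269, estimated 0.293). Of 17 goblet cell genes 4 were lower (8 lower and 1 higher over the list alone, median -0.817, camera 1.18e-05, estimated 0.0335). Leaving out ApcMin 4 or 6 or QKO 2 gave 339, 273 or 286 probes, and Nkd1 lost its call without ApcMin 6 (0.0110).

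Against Bcl9/B9l DKO only 62 probes passed, 17 higher and 45 lower in QKO. Fabp6 (at least 110-fold, adjusted p = 2.21e-10), Fn1 (at least 4.59-fold, 0.00171) and Klk1 (-2.49 ± 0.44, 0.00785) were lower, and Me1 (at least 7.09-fold, 0.00171), Apoa4 (3.76 ± 0.59, 0.00263), Inmt (at least 4.32-fold, 0.000979) and Ube2cbp (at least 4.48-fold, 3.72e-06) higher. Of 17 goblet cell genes 1 was lower (6 over the list alone, median -0.627, camera 1.17e-06, estimated 0.0177). Of 22 enterocyte genes 1 was higher (7 over the list alone, median 0.851, camera 1.64e-07, estimated 0.237). Of 17 matrix genes 1 was lower (8 over the list alone, median -1.08, camera 2.33e-07, estimated 0.233). Lower medians were also found for acinar genes (-5.05, camera 8.68e-07, estimated 0.286), high in 2 of the Bcl9/B9l DKO arrays, and for Wnt target (-0.573, 0.0308, 0.579) and stem cell genes (-0.551, 0.0245, 0.53), of which the latter 2 lost their calls without 1 array (up to 0.174 and 0.123). Leaving out ApcMin 2, 3, 4 or 6 gave 38, 40, 37 or 31 probes, and leaving out Bcl9/B9l DKO 3 or QKO 2 gave 28 or 30. Klk1 lost its call without any of 14 arrays (up to 0.0308) and Apoa4 without Bcl9/B9l DKO 3 or QKO 2 (0.0112 and 0.0108).

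Additivity was tested as the departure of the QKO change from the sum of the log2 DKO changes. Of 20202 probes 38 departed, 18 above and 20 below the sum. Most Wnt targets were not among them, but the test recovered 33.3% of planted log2 2 departures, so theirs may be missed. Fabp6 (at least 74.6-fold, adjusted p = 7.41e-08), Klk1b27 (-3.84 ± 0.52, 0.0014), Palmd (-3.61 ± 0.55, 0.00457) and Fn1 (at least 5.72-fold, 0.00731) lay below the sum, and Reg3b (5.42 ± 0.83, 0.00474), Apoa4 (4.57 ± 0.74, 0.00596), Psmb8 (3.46 ± 0.51, 0.00335) and Ube2cbp (at least 3.58-fold, 0.000785) above it. Reg3b and Psmb8 fell in both DKOs and did not pass in QKO, so this is not synergy. So did Tnfrsf17 (0.00596), by a size that the detection floor sets, as only batch 1 ApcMin adenomas had it detected. Goblet cell genes lay below the sum as a list, with none of 17 over all probes and 3 over the list alone (median -0.990, camera 3.66e-06, estimated 0.027). Lymphocyte genes lay above it, with 1 of 9 (5 over the list alone, median 2.55, camera 1.87e-09, estimated 0.0387). Enterocyte genes were above (7 of 22 over the list alone, median 1.31, camera 3.65e-08, estimated 0.169). So were interferon response genes (4 of 13 over the list alone, median 1.89, camera 1.59e-07, estimated 0.169), and matrix genes lay below (1 of 17, 8 over the list alone, median -1.47, camera 1.59e-07, estimated 0.169).

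The split above and below the sum was 10 and 27 on the deposited values, without a batch term Fabp6 turned to 2.18 and 556 probes passed, and 6 passed without the Bcl9/B9l DKO arrays with high pancreatic genes. Leaving out ApcMin 1, 2, 4, 6, 8 or 9 gave 14, 16, 18, 8, 60 or 18 probes. Pygo1/2 DKO 4 or 5 gave 19 or 17, Bcl9/B9l DKO 1, 2 or 3 gave 17, 63 or 10, and QKO 2 or 3 gave 10 or 17. Calls were lost for Fn1, Apoa4 and Tnfrsf17 (any of 13, 11 and 9 of the 20 arrays), Palmd (ApcMin 6, Bcl9/B9l DKO 3 or QKO 2), Reg3b (those or QKO 3) and Psmb8 (ApcMin 6), at adjusted p up to 0.0196.

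In crypts, with 3 arrays in each group and an adjusted p of 0.05, loss of Pygo1 and Pygo2 changed 41 of 15375 probes against wt villin.Cre crypts, 21 higher and 20 lower. Besides Pygo2, the defensin gene Defa31 was at least 56.2-fold higher (adjusted p = 0.000647) and the defensin AY761185 at least 17.5-fold (0.000647), while Defa21 (-3.25 ± 0.48, 0.0468) and Defa26 (-2 ± 0.27, 0.0389) fell. The dimmer probe of the brush border enzyme Sis was at least 15.2-fold lower (0.00111; 0.06 ± 0.13 for the brighter) and Pclaf at least 2.98-fold (0.00137), and Cfl2 (-1.70 ± 0.19, 0.0164) and the hormone gene Gcg (-1.24 ± 0.18, 0.0468) fell. Cybrd1 (1.95 ± 0.27, 0.0389) and Ncoa4 (1.78 ± 0.22, 0.0302) rose and Dlgap1 was at least 2.49-fold higher (0.0435). All 3 knockout arrays lay beyond all 3 control arrays for each of the 12 named genes that passed. Axin2 (-0.74 ± 0.27, 0.218) and Lgr5 (-0.75 ± 0.15, 0.0842) did not pass.

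No member of the lists that camera called in Pygo1/2 DKO crypts passed over all probes, and each list call had an estimated 0.368. Adjusted over the list alone, 12 of 12 interferon response genes were higher (median 0.979, camera 1.01e-09), such as Ifit3 at 1.41 ± 0.26 (0.0748), as were 5 of 12 immediate early genes (0.492, 2.57e-05). Adjusted over the list alone, 35 of 50 ribosomal protein genes were lower (median -0.46, camera 1.08e-14), 10 of 15 histone H2A genes (-0.634, 2.98e-08), 11 of 16 proliferation genes (-0.706, 5.24e-06), 6 of 14 stem cell genes (-0.524, 6.02e-05) and 4 of 9 Paneth cell genes (-0.99, 3.55e-05), and none of 22 enterocyte genes passed (0.19, 9e-04). Rps15 stood at -0.98 ± 0.21 (0.085), H2ac7 at -0.94 ± 0.17 (0.0748), Mcm5 at -1.03 ± 0.2 (0.0849) and Ang4 at -2 ± 0.43 (0.0866). The ribosomal and H2A lists are not independent evidence. The wt villin.Cre controls themselves had lower interferon response and immediate early genes than wt crypts (medians -0.565 and -0.22, estimated 0.596 for each).

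Against both wt groups pooled 947 probes passed, 98 with all arrays normalized together, and another split of the 6 arrays gave 226. The split of higher and lower was 120 and 191 on the deposited values. Leaving out wt villin.Cre 1 or 2 gave 9 or 12 probes and leaving out Pygo1/2 DKO 2 or 3 gave 23 or 15, and Pygo2, Cfl2, Cybrd1, Defa21, Defa26, Dlgap1, Gcg and Ncoa4 lost their calls without any of 4 to 6 of the 6 arrays (up to 0.247, the highest without wt villin.Cre 1).

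Bcl9/B9l DKO crypts differed from wt villin.Cre crypts at 6 of 15750 probes, all lower (69 against both wt groups pooled, 45 with all arrays normalized together). The same Sis probe was at least 16.1-fold lower (adjusted p = 0.00235), Tmem25 at least 8.73-fold (5.63e-05), Me1 at least 3.86-fold (0.00269), and the adhesion gene Jaml fell by 3.48 ± 0.21 (0.000831), each beyond all 3 wt villin.Cre arrays in all 3 knockout arrays. The Bcl9 probes tested (0.54 ± 0.39 and -0.14 ± 0.21, adjusted p = 1 for each), Bcl9l (0.19 ± 0.20) and Pygo2 (-0.11 ± 0.19) did not pass. All 6 MHC class II genes were higher over the list alone and none over all probes (median 1.46, camera 3.23e-14, estimated 0.102), with H2-Aa at 2.00 ± 0.32 (0.144) and Cd74 at 1.78 ± 0.36 (0.269). So were 8 of 13 interferon response genes (adjusted over the list alone, median 0.702, camera 1.51e-19, estimated 0.102), with Isg15 at 1.44 ± 0.28 (0.266) and Usp18 at 1.07 ± 0.19 (0.198). Of 19 enteroendocrine genes 5 were higher and 1 lower over the list alone (median 0.151, camera 0.000206, estimated 0.102), with Ghrl at 1.10 ± 0.19 (0.177) and Chgb at 1.01 ± 0.19 (0.265). The split was 3 higher and 9 lower on plain log2 values and 2 and 7 on the deposited values, 3 probes passed with genes near the targeted genes left out, and leaving out wt villin.Cre 3 gave 11. Immediate early genes (median 0.159, 1 of 11 higher over the list alone, camera 0.00167, estimated 0.163) were also called as a list. Ribosomal protein genes (median -0.115, 0 of 50 over the list alone, camera 0.0115, estimated 0.784) were called too, but not without wt villin.Cre 1 or Bcl9/B9l DKO 2, where it reached 0.0666 or turned direction.

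**Figure D5:**
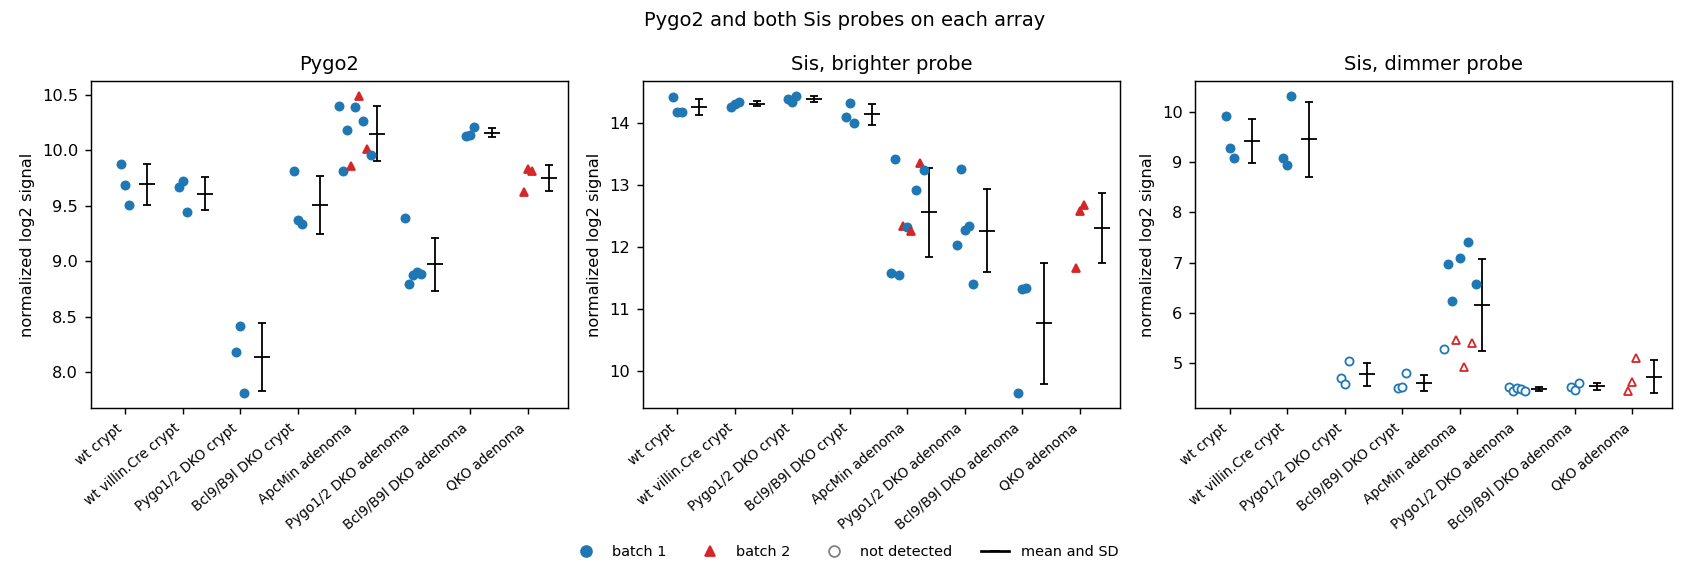
Normalized log2 level per array of Pygo2 and both Sis probes in each group, all 32 arrays normalized together. Symbols are as in the figure of Lgr5. The dimmer Sis probe lay at 9.45 in wt villin.Cre crypts, 4.77 in Pygo1/2 DKO and 4.6 in Bcl9/B9l DKO crypts, whereas the brighter lay at 14.31, 14.39 and 14.15.

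Taking both DKO crypt groups together against both wt groups, 88 of 16299 probes passed, 44 higher and 44 lower. The dimmer Sis probe (at least 15.5-fold, adjusted p = 3.3e-07), Rgcc (-2.04 ± 0.27, 0.00566), Defb37 (-2.01 ± 0.38, 0.0389) and Lgr5 (0.00807), detected in only 2 of the 12 arrays, fell. Nt5e (1.20 ± 0.21, 0.0278) and Wars2 (at least 1.68-fold, 0.00566) rose. The pooled value averages a change called in 1 DKO alone for Pygo2 (0.0132), Defa31 (2.49e-05) and AY761185 (2.3e-05) in Pygo1/2 DKO and for Tmem25 (8.57e-08) and Jaml (6.51e-05) in Bcl9/B9l DKO (in Pygo1/2 DKO Tmem25 stood at -0.40 ± 0.17 and Jaml at -0.11 ± 0.23, 0.267 and 0.849). Of 6 MHC class II genes 2 rose (5 over the list alone, median 0.931, camera 1.57e-08, estimated 0.105), H2-Eb1 (1.15 ± 0.17, 0.00847) and Cd74 (1.15 ± 0.22, 0.0397). Of 13 interferon response genes 2 rose (12 over the list alone, median 0.501, camera 1.84e-13, estimated 0.105), Oas2 (at least 1.54-fold, 0.016) and Ifit3 (0.92 ± 0.18, 0.0431). Of 19 enteroendocrine genes 3 rose (7 rises and 2 falls over the list alone, median 0.113, camera 0.000602, estimated 0.286), Ghrl (0.93 ± 0.12, 0.00519), Chgb (0.74 ± 0.11, 0.0116) and Sct (0.53 ± 0.10, 0.0303). Stem cell genes were lower (1 of 14, 8 lower and 1 higher over the list alone, median -0.469, camera 0.000272, estimated 0.416).

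With genes near the targeted genes left out 57 probes passed. Leaving out wt 1 or 3 gave 49 or 44 probes, wt villin.Cre 1 or 2 gave 56 or 40 and Pygo1/2 DKO 3 gave 56, and Cd74, Defb37, Ifit3, Nt5e and Sct lost their calls without any of 10, 7, 9, 9 and 9 of the 12 arrays (up to 0.133), as did Oas2 without wt 3 or wt villin.Cre 1 or 2 (up to 0.0625) and Pygo2 without wt villin.Cre 2 (0.0526).

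Villin.Cre alone, in 3 wt villin.Cre against 3 wt crypts, changed 6 of 15528 probes, 2 higher and 4 lower. Ctcfl rose by 3.20 ± 0.32 (adjusted p = 0.0304) and Myo18b was at least 2.15-fold higher (0.0108), each in 3 of 3 arrays beyond all wt arrays. Of the 4 lower probes 3 were unnamed here and 1 is of Gm10125, named after its value was seen. Interferon response genes were lower (none of 10 over all probes, 3 over the list alone, median -0.565, camera 3.51e-08), as were immediate early genes (none of 11, 1 over the list alone, median -0.22, camera 0.00404). Enteroendocrine (median 0.114, camera 0.0223) and ribosomal protein genes (0.0737, 0.0239) were higher with 0 over the list alone, and all 4 lists had an estimated 0.596. The split was 2 higher and 8 lower on plain log2 values. Leaving out wt 1 or wt villin.Cre 1 or 2 gave 0 probes (712 had an unadjusted p under 0.05 in limma with all arrays) and leaving out wt 3 gave 20. Ctcfl and Myo18b lost their calls without any of 5 and 4 of the 6 arrays (up to 0.272). The enteroendocrine list was lost without wt 1 or wt villin.Cre 1, the ribosomal list without wt 1 or 2 or wt villin.Cre 1 or 2 and the immediate early list without wt 2 (up to 0.143).

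Whether a deletion acts differently in adenomas and crypts was tested as the difference between its changes in the batch 1 samples. For Pygo1/2 DKO 10 of 19981 probes passed, 3 with a higher change in adenomas and 7 with a lower one. Defa31 (adjusted p = 2.61e-05) and AY761185 (4.79e-07), detected in neither control, and Mdm2 (-1.42 ± 0.23, 0.00859) were lower, and Myo18b (at least 3.68-fold, 4.79e-07) and Itga9 (0.00423), detected only in Pygo1/2 DKO adenomas, higher. For Bcl9/B9l DKO 90 probes passed, 21 higher and 69 lower. Usp18 (-3.32 ± 0.60, 0.00486) and Cd74 (-2.57 ± 0.44, 0.00322) were lower, and Y-linked Eif2s3y (at least 13.2-fold, 7.82e-05), Myo18b (at least 4.78-fold, 1.86e-07) and Neurog3 (2.43 ± 0.44, 0.00512) higher. Bpifb5 (1.05e-06), Cpa3 (3.33e-05), Prox1 (0.00128) and Nkd1 (0.00735) also passed as lower but were detected in neither crypt group, where a fall could not be seen. Lgr5, Sis and Tmem25 passed too, but were undetected in Bcl9/B9l DKO crypts (Sis and Tmem25 in both Bcl9/B9l DKO tissues), so the detection floor sets their differences. Interferon response genes had lower changes in adenomas for Pygo1/2 DKO (none of 13 over all probes, 9 over the list alone, median -1.52, camera 2.68e-13, estimated 0.0525). They did so too for Bcl9/B9l DKO (2 of 13, 9 over the list alone, median -1.53, camera 1.23e-13, estimated 0.0552), as did MHC class II genes (2 of 7, 6 over the list alone, median -2.04, camera 1.76e-09, estimated 0.0552).

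The splits of higher and lower were 1 and 6 for Pygo1/2 DKO on plain log2 values and 20 and 28 for Bcl9/B9l DKO on the deposited values. Leaving out ApcMin 7 gave 18 probes for Pygo1/2 DKO, and leaving out wt villin.Cre 1, 2 or 3 or Bcl9/B9l DKO crypt 1 or 2 gave 53, 48, 54, 50 or 49 for Bcl9/B9l DKO. Calls were lost for Mdm2 and Itga9 (any of 18 and 7 of the 23 arrays, up to 0.0589) and, for Bcl9/B9l DKO, for Lgr5, Nkd1, Usp18, Neurog3, Tmem25, the dimmer Sis probe and Cd74 (any of 15, 14, 8, 7, 6, 5 and 4 of the 23 arrays, up to 0.0291).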

Values the study reported

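The study reported 8852 significant changes between ApcMin adenomas and crypts (p < 0.01) and 96 in DKO crypts (p < 0.05), of which 90% followed the same trend in both DKOs. It reported 2806 changes in QKO adenomas, 62.3% of them Apc-dependent, and of these 82.9% were opposite in direction. QKO adenomas shared 531 changes with Bcl9/B9l DKO and 43 with Pygo1/2 DKO adenomas, and 80.7% of the QKO changes were unique.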

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

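The tests on genes near the targeted genes, on Sis, on loss of Fabp6 through the deletions alone and on its signal between batches, and on a change of adenoma cells behind the acinar genes were chosen after the result was seen. The tests of intestinal position and of pancreatic tissue were not.

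In groups of 5 to 9 arrays, 15 of 191 named values had 1 array far from the others, where chance gives 9.55. The gap as a share of the group's range was, in ApcMin replicate 8, 0.964 for Eif2s3y, 0.816 for Kdm5d, 0.689 for Aspa, 0.521 for Mmp10 and 0.51 for Fam151a; in replicate 1, 0.639 for Lrg1, 0.614 for Inmt and 0.516 for Bcl9l; in replicate 6, 0.521 for Myc; and in replicate 7, 0.499 for Clps. In Pygo1/2 DKO adenomas it was 0.818 for Pygo2 and 0.817 for Me1 in replicate 1, 0.791 for Xist in replicate 2, and 0.722 for Mns1 and 0.74 for Clca1 in replicate 4. Of the batch 2 ApcMin adenomas, replicate 8 alone expressed Eif2s3y.

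The change in a DKO differed between adenomas and crypts in a direct test. For Pygo1/2 DKO it did for Defa31 (-5.99), AY761185 (-4.63), Mdm2 (-1.42), Myo18b (2.69) and Itga9 (1.45). For Bcl9/B9l DKO it did for Bpifb5 (-6.3), Cpa3 (-4.66), Prox1 (-3.37), Usp18 (-3.32), Nkd1 (-2.81), Cd74 (-2.57), Lgr5 (-2.3), Eif2s3y (4.8), Myo18b (3.07), Sis (2.79), Neurog3 (2.43) and Tmem25 (1.9). Bpifb5, Cpa3, Prox1 and Nkd1 were undetected in these crypts, and Lgr5, Sis and Tmem25 in Bcl9/B9l DKO crypts, so the detection floor sets or limits these differences. It also limits those of Defa31 and AY761185 (undetected in controls), Itga9 (detected only in Pygo1/2 DKO adenomas), and Myo18b and Eif2s3y (undetected in batch 1 ApcMin adenomas). Eif2s3y is Y-linked, so its value may follow sex. ApcMin adenomas carry no villin.Cre and crypt controls do, so the Myo18b values hold a Cre difference.

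Called genes lay within 200 genes of a targeted gene more often than uncalled genes (Fisher's exact p under 0.01) in 2 of the 4 DKO comparisons, Pygo1/2 DKO adenomas (38.1 against 4.32%) and Bcl9/B9l DKO crypts (2 of 4 called genes), and in both DKO crypts together (29.7 against 6.08%). Adjusted over 8 comparisons, p was 6.32e-06 in the first and 4.75e-08 in the last, which excludes an action of the lost proteins on genes wherever they lie as the whole cause there. It stays open in Bcl9/B9l DKO crypts (0.0179), Bcl9/B9l DKO adenomas (0.0296) and Pygo1/2 DKO crypts (0.0492). Differences inherited with the targeted alleles could give this pattern: of near probes called in DKO adenomas 83.3% (20 of 24, 62.6 to 95.3) moved the same way in the crypts of that DKO, against 57.3% elsewhere. Pygo1/2 DKO carries this share (8 of 8, against 3 of 9 elsewhere). For Bcl9/B9l DKO it was 75% (47.6 to 92.7) against 58.4%, which does not set near genes apart. Pclaf, Dapk2, Lrrc1, Mnd1 and Mns1 were near genes for Pygo1/2 and Jaml and Tmem25 for Bcl9/B9l. A fall of the whole Sis transcript as large as that of its dimmer probe was excluded in crypts, since the brighter probe, with signals not far below the highest of each array, changed by -0.16 (-0.47 to 0.15) in Bcl9/B9l DKO, and in Pygo1/2 DKO adenomas (-0.25, -1.01 to 0.5, against -2.24 for the dimmer). It stays open in Bcl9/B9l DKO adenomas (-1.72, -2.68 to -0.77).

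Fabp6 was at least 131-fold lower in QKO, where it was not detected, than in batch 2 ApcMin adenomas (difference of means -7.98), which a difference in signal between batches cannot give, as both lie in batch 2. It was also low in batch 1 ApcMin adenomas, 0.92 above the background level of QKO, so low Fabp6 was seen without the deletions, but loss through the deletions alone stays open for the batch 2 difference. Where along the intestine the adenomas lay may account for it: other distal markers, not examined before, had a median of -1.54 over 7 genes in QKO against ApcMin adenomas, and proximal markers 0.72 over 9 genes, each past 0.05 by camera. Position is not given in the labels.

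Pancreatic acinar genes were high in Bcl9/B9l DKO replicates 1 and 3. Pancreatic tissue in the excised samples may account for it: replicate 1 had 13 more genes of other exocrine and islet lists detected than replicate 2 (18, 5 and 11 in replicates 1, 2 and 3, against at most 4 in batch 1 ApcMin adenomas). Replicate 2 had 3 of 9 acinar genes detected, as ApcMin adenomas had (2 to 4), so no rise was seen in all 3 adenomas, and a change of the adenoma cells in only some of them stays open.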

How the results depend on the processing

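Settings added after the data were seen are named above. The cause of the changes below was not tested, except that leaving out arrays or changing the threshold or filter changes what is tested. In this order the 20 results are adenomas against crypts, Pygo1/2 DKO, Bcl9/B9l DKO and QKO adenomas, DKO against DKO, non-additive, QKO against each DKO, Pygo1/2 DKO, Bcl9/B9l DKO and both DKO crypts, villin.Cre, tissue differences, lists, reversals and overlaps. Of 171 alternatives 73 stayed within 1.5 times or 1 spread, 98 moved and 0 reversed, and of 305 left-out arrays 232 stayed and 73 moved. Of 7119 values of 296 gene results (a gene in 1 comparison) 6143 stayed on their side, 864 were no longer past the threshold, 47 came past it and 65 turned sign, of which only Fabp6 was called.

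At an adjusted p of 0.05 the counts were 155 (Pygo1/2 DKO), 1232 (Bcl9/B9l DKO), 1972 (QKO), 356 (DKO against DKO), 259 (non-additive), 239 and 1136 (QKO against Bcl9/B9l and Pygo1/2 DKO), 96 and 325 (tissue, Pygo1/2 and Bcl9/B9l), with reversals of 86.9% (QKO) and 65.2% (Bcl9/B9l DKO) and overlaps of 480 and 36. At 0.01 they were 10 (Pygo1/2 DKO crypts), 27 (both) and 0 (villin.Cre).

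With all 32 arrays normalized together they were 226 (Pygo1/2 DKO), 1097 (Bcl9/B9l DKO), 1325 (QKO), 584 (DKO against DKO), 271 (non-additive), 191 and 891 (QKO against Bcl9/B9l and Pygo1/2 DKO), 98 and 45 (Pygo1/2 and Bcl9/B9l DKO crypts) and 17 (tissue, Pygo1/2). With array weights they were 1486 (QKO), 269 (DKO against DKO), 120 (non-additive), 186 and 811 (QKO against the DKOs), 91 and 12 (DKO crypts), 130 and 218 (tissue). The deposited values gave 19 (Pygo1/2 DKO), 51 (DKO against DKO), 311 (Pygo1/2 DKO crypts) and 48 (tissue, Bcl9/B9l), and with no batch term 101 (Pygo1/2 DKO), 773 (Bcl9/B9l DKO), 2284 (QKO), 934 (non-additive), 548 and 1997 (QKO against the DKOs). Plain log2 values gave 23 (non-additive), 37 (QKO against Bcl9/B9l DKO), 117 and 12 (DKO crypts) and 10 (villin.Cre).

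With no batch term they were 260 (Bcl9/B9l DKO), 556 (non-additive), 343 and 2188 (QKO against the DKOs), and the Bcl9/B9l DKO reversal 88.6%. With batch removed before the fit they were 11 (Pygo1/2 DKO), 184 (Bcl9/B9l DKO), 0 (QKO; 4585 in limma at an unadjusted p under 0.05 with a batch term), 1 (non-additive), 1 and 2 (QKO against the DKOs). QKO against batch 1 ApcMin gave 4816, among them 605 (71.5%) of the QKO calls in the same direction. No filter gave 18 (Pygo1/2 DKO), 212 (Bcl9/B9l DKO), 31 (DKO against DKO), 11 (non-additive), 40 (QKO against Bcl9/B9l DKO), 14 and 47 (Pygo1/2 DKO and both crypts), 0 (villin.Cre) and 41 (tissue, Bcl9/B9l), and detection in every array of a group 22 (non-additive), 87 and 10 (DKO crypts) and 10 (villin.Cre). Without the pancreatic arrays they were 98 (Bcl9/B9l DKO, where 1 array remains and is assumed to vary like the others), 28 (DKO against DKO) and 6 (non-additive), and without near genes 18 (Pygo1/2 DKO), 3 (Bcl9/B9l DKO crypts) and 57 (both). Both wt groups pooled gave 947 and 69 (DKO crypts), and wt crypts without Cre 15 (Bcl9/B9l DKO). Split controls gave a Bcl9/B9l DKO reversal of 93.4%. Fry kept 64 of the 143 list calls and called 72 lists.

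Replicate numbers were not taken as pairs: pair correlations ran from -0.339 to 0.152 in adenomas against crypts, but were all positive in Pygo1/2 DKO (0.0399 to 0.483) and Bcl9/B9l DKO crypts (0.0204 to 0.447). With the replicate block the counts were 3550 (adenomas against crypts), 9 (Pygo1/2 DKO), 0 (Bcl9/B9l DKO, in limma; 4267 at an unadjusted p under 0.05 without the block), 1 (QKO), 44 (DKO against DKO), 5 (non-additive), 7 and 8 (QKO against the DKOs), 239 (Pygo1/2 DKO crypts), 0 (villin.Cre) and 17 (tissue, Pygo1/2).

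Leaving out each array gave 5309 to 7160 (adenomas against crypts), 19 to 57 (Pygo1/2 DKO), 205 to 459 (Bcl9/B9l DKO), 434 to 880 (QKO), 73 to 156 (DKO against DKO), 8 to 63 (non-additive), 28 to 87 and 273 to 593 (QKO against the DKOs), 9 to 39, 5 to 11 and 40 to 131 (Pygo1/2, Bcl9/B9l and both DKO crypts), 0 to 20 (villin.Cre), 7 to 18 and 48 to 118 (tissue), 137 to 153 (lists), 88 to 91.5% and 68.9 to 88.8% (QKO and Bcl9/B9l DKO reversal), 63.6 to 86.4% (Pygo1/2 DKO) and 105 to 184 and 4 to 9 (overlaps).

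Fabp6 turned from -6.89 to 2.18 in the non-additive test with no batch term. Uncalled values that turned sign were, in adenomas against crypts, Bcl9 (-0.01 and 0 on the deposited values with and without a batch term, 0.25 with no batch term). In Pygo1/2 DKO adenomas they were Nkd1 (-0.32 with the replicate block, -0.38 with no batch term), Lgr5 (0.02 with array weights) and Bcl9 (0.01 and -0.48 with no batch term, 0 on the deposited values with none). In Bcl9/B9l DKO adenomas they were Bcl9 (-0.14 for each of 2 probes with the replicate block, -0.12 and -0.02 with no batch term, -0.08 and -0.12 without the pancreatic arrays) and Pygo2 (0.03 with the replicate block, 0.04 with array weights, 0.01 with no batch term). In QKO adenomas they were Bcl9 (-0.42 with the replicate block, 0 against batch 1) and Axin2 (0.28 with the replicate block, 0.46 with no batch term, 0.79 against batch 1), and in Pygo1/2 DKO crypts Bcl9 (0.04 with array weights) and Pygo1 (0.15 against wt without Cre, 0.02 pooled). With 1 array left out the ranges were, for Pygo1/2 DKO adenomas, -0.15 to 0.12 (Axin2), -0.11 to 0.13 (Bcl9), -0.22 to 0.04 (Bcl9l), -0.18 to 0.18 (Lgr5), -0.19 to 0.35 (Nkd1) and -0.23 to 0.13 (Sp5). They were -0.01 to 0.66, -0.06 to 0.16, -0.01 to 0.35 and -0.03 to 0.11 (Bcl9) and -0.07 to 0.04 (Pygo2) in Bcl9/B9l DKO, -0.15 to 0.26 (Bcl9) in QKO adenomas, -0.65 to 0.02 (Bcl9) in adenomas against crypts, -0.32 to 0.02 (Bcl9) in Bcl9/B9l DKO crypts, and -0.12 to 0.14 (Bcl9) and -0.24 to 0.09 (Pygo1) in Pygo1/2 DKO crypts.

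Signal was lower in batch 2 (156 to 217 per array) than in batch 1, and ApcMin 4 and 8 and QKO 1 had fewer detected probes (14081 to 14163) than any batch 1 adenoma (14224 or more).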

Other observations

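All but the splits of samples were tests chosen after the result was seen, and the lists in the next paragraph were written after the main results.

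Of 11 mast cell genes 6 fell in Bcl9/B9l DKO adenomas (median -2.41) and 8 in QKO adenomas (median -2.81), and 0 passed in Pygo1/2 DKO adenomas in limma (median -0.5). Of 11 distal intestinal genes 5 fell in QKO (median -1.73) and 2 in Bcl9/B9l DKO adenomas (median -0.49). Of 12 proximal genes 0 passed (median 0.765 in QKO).

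Among adenomas, Xist was detected in all 6 batch 1 and 2 of 3 batch 2 ApcMin, all 5 Pygo1/2 DKO, 2 of 3 QKO and 0 of 3 Bcl9/B9l DKO arrays, and in no crypt array. Sex is not given in the labels, so its share in the Bcl9/B9l DKO and crypt comparisons was not separated.

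The QKO count (846) and the calls QKO shared with Bcl9/B9l DKO (203) and Pygo1/2 DKO adenomas (8) were lower than the study's. Processing differed, so the counts do not compare directly.

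In other splits of the same arrays, chance was excluded (1 of 100 splits, the real one, gave as many, or 1 of 56 between the DKO adenomas) for ApcMin adenomas against crypts (7283, highest other 1), Pygo1/2 DKO (35, 0), Bcl9/B9l DKO (431, 3) and QKO adenomas (846, 160), the DKO adenomas against each other (145, 0), QKO against Bcl9/B9l DKO (62, 2) and Pygo1/2 DKO (519, 2), non-additive probes (38, 0), both DKO crypts (88, 23) and the tissue differences (10 and 90, highest other 1 for each). The split with 160 set ApcMin 3, 5 and 7 apart. Parting the batch 2 ApcMin arrays from the others with no batch term gave 1391 probes in the crypt comparison (6657 within batch 1) and 1904 in the Bcl9/B9l DKO comparison, more than the real 431 (296 within batch 1). With 3 against 3 arrays the 10 splits are too few: Bcl9/B9l DKO crypts (6, highest other 0), villin.Cre (6, 0) and Pygo1/2 DKO crypts, where 2 splits gave as many (41, highest other 226). That split, wt villin.Cre 3 with Pygo1/2 DKO 1 and 3, points to a structure of the samples.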
